A study of Homo sapiens with 4 samples.

How the data were processed

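Single-cell RNA was measured with 10x Genomics Chromium 3′ libraries in 4 samples, of which 2 were KhES1 human embryonic stem cells (hESC 1 and hESC 2) and 2 were blastoids made from KhES1 cells (blastoid 3 and blastoid 4). The labels disagree on the blastoid samples, whose titles carry the same day as those of the stem cell samples while the names of their tables carry a later day, and the groups were taken from the sample descriptions. The authors deposited 1 table of raw UMI counts per sample, with gene symbols as rows and cell barcodes as columns, and every value checked was a whole number. A UMI is a molecular tag that lets copies of the same molecule be counted once. The labels do not state the aligner, the genome build, the annotation or any filter, and the tables hold symbols only, so no coordinates are given. The values show filters that no label records: each barcode had more than 200 and fewer than 5000 genes and at most 20% mitochondrial UMIs. The hESC tables also show a minimum per gene, because few of their genes were in 1 or 2 barcodes (7 and 112 in hESC 1) while 790 were in 3. The blastoid tables do not show it in this way, with 297, 1380 and 914 genes in 1, 2 and 3 barcodes of blastoid 3 and 545, 1320 and 788 in blastoid 4. They also list 25 and 81 genes in 0 barcodes, so their genes were not chosen from the deposited barcodes alone. A gene missing from a table was given 0 counts there and was taken to have been in up to 2 barcodes, which for the blastoid tables is an assumption that the values do not show.

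A cell was kept with at least 500 genes, at most 20% mitochondrial UMIs and no doublet call. Doublets were called per sample with Scrublet in scanpy 1.11.5 (expected rate 6%), which called 76 of 9680 barcodes (0.79%). These were left out, and 9604 cells were kept. Such a low share leaves doublets of similar cells in the data. Cells of all 4 samples were clustered together without batch correction on the 2000 most variable genes, scaled to 10000 UMIs and log-transformed, with 30 principal components, 15 nearest neighbours, Jaccard weights and Leiden clustering at resolution 0.5 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). Each cluster was given the class of which most markers were detected in at least 10% of its cells, with at least 3 such markers needed, from 6 fixed sets holding 81 genes. These class names were rebuilt from marker genes, so a difference from the names used in the study may come from the naming.

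Cells are not replicates, so UMIs were summed per sample. Genes were tested with the edgeR 4.0.16 quasi-likelihood test on these sums (TMM scaling, filterByExpr, Benjamini-Hochberg adjustment), and a gene was called at an adjusted p under 0.05. The same test was run on sums over the pluripotent-like cells. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Lists of genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, where at least 3 genes of the list were tested. The 15 lists cover naive and primed pluripotency, genes shared by trophectoderm and amnion, trophoblast, amnion, hypoblast and endoderm, mesoderm and mesenchyme, neuroectoderm, endothelium, the responses to BMP and NODAL, S phase, G2 and M phase, hypoxia and glycolysis, and dissociation stress. The genes of the 9 lineage lists were also adjusted over the list alone. Of the listed lineage genes, FOXA2, SOX1, SIX3, SIX6, NEUROG2, EMCN, KLF17, DNMT3L, ALPPL2, ALPP, CGB3, CGB5, CGB8, INSL4 and PSG3 were not analysed here.

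The genes named are those of the fixed lists and, in each comparison, the 5 with the largest rise and the 5 with the largest fall. The latter were taken among called genes with a mean log2 CPM of at least 5 and no overlap between the libraries of the groups. CPM is UMI counts scaled to 1e6 per library. For the named genes the library sizes were scaled by TMM. In the tests of free RNA and of amnion against trophoblast they were total UMIs without TMM. A fold against a group without counts is given as a lower bound, computed on library sizes scaled by TMM and without the counting error of the other group. It was computed against 3 counts for a gene that the tables list, and against 6.3 or 9.15 counts for a gene missing from 1 or 2 tables of the group, which is the exact 95% upper limit of 2 counts per table. This bound assumes 1 UMI in each such barcode, and it was chosen after the tables had been examined. For a gene with 1 to 3 UMIs in a group the ratio is given with its exact counting interval.

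Shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only, and were compared with exact two-sided permutation tests, which with 2 samples against 2 cannot go below p = 0.33. For shares of cells with a UMI of a marker, each cell was thinned at random to 2000 UMIs and shallower cells were left out. Replicates were compared by a chi-square test of the summed counts over genes with at least 10 counts. No paired analysis was possible because the replicate numbers of the groups, 1 and 2 against 3 and 4, do not pair the samples.

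The pipeline was tested on data simulated in 10 draws with 200 changed genes, as many up as down, at a log2 change of 1 or 2. In the data 8147 genes were called in all cells, some with far larger changes, so the rates below may not hold there. In the comparison of all cells, edgeR with gene-wise dispersions simulated from these libraries recovered 74.1% of the changed genes, 90.1% at a log2 change of 2 and 58.1% at 1. In that simulation 9.56% of the calls fell on unchanged genes (4.93% to 15.8% over the draws), more than the nominal 5%, against 3.85% with trended dispersions. In the comparison of pluripotent-like cells 64.1% were recovered and 5.25% of the calls fell on unchanged genes. A first version with 1 draw exceeded a limit of 15% set for it, and it was replaced by the 10 draws. The changed list was called in 10 of 10 draws, and 0 of 140 unchanged lists were called. Simulated genes were drawn independently of each other, so this does not test the correlation that camera assumes.

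The groups, tests, lists, class markers, cell filters and alternatives were fixed before the data were examined, except where the text says otherwise. Alternatives were scaling by library size only, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every sample, thinning to the smallest library, leaving out mitochondrial and ribosomal protein genes, leaving out each sample in turn, keeping doublets, all deposited cells, stricter cell filters (at least 1000 genes and at most 10% mitochondrial UMIs), a log2 threshold of 1, other resolutions (0.25 and 1.0), 15 principal components and other thinning depths (1000 UMIs, 5000 UMIs and none). Chosen after seeing the data were leaving out the lower-count member of barcodes shared by the samples of a group, and class shares among kept cells with at least 2000 UMIs. The values were computed with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19, matplotlib 3.10.9) and R 4.3.3.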

Results

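Single-cell transcriptomes were collected from KhES1, an established human embryonic stem cell line kept in mTeSR-1 medium, and from blastoids made from it. A blastoid is an aggregate of stem cells grown to resemble a blastocyst, and here aggregates in a hydrogel were cultured in iBlastoid medium. There were 2 samples of each group. The tables held 5941 barcodes and 14930662 UMIs for hESC 1 and 7575 barcodes and 17716886 UMIs for hESC 2. They held 3487 barcodes and 15682286 UMIs for blastoid 3 and 2071 barcodes and 18193164 UMIs for blastoid 4. The numbers of genes listed were 18495, 19142, 21507 and 21013 in the same order. Barcodes with fewer than 500 genes made up 61.9% of hESC 1, 58.1% of hESC 2, 34.4% of blastoid 3 and 5.79% of blastoid 4. After filtering, 2238, 3172, 2278 and 1916 cells were kept, with a median of 5769, 4994.5, 6207 and 8798 UMIs per cell. No label gave a batch.

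The samples of a group differed from each other by more than counting error. The chi-square divided by its degrees of freedom was 4.87 over 16802 genes between hESC 1 and hESC 2, and 23.9 over 17770 genes between blastoid 3 and blastoid 4. The relative abundance lay within 2-fold for 99.95% of these genes between the hESC samples and for 97.8% between the blastoid samples. The samples of a group also shared cell barcodes, 1317 between hESC 1 and hESC 2 and 1035 between blastoid 3 and blastoid 4, against 6 to 14 between samples of different groups. The copy with fewer UMIs was below 500 genes, and so outside the comparisons of kept cells, for 1294 and 1035 of these barcodes.

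**Figure D1:**
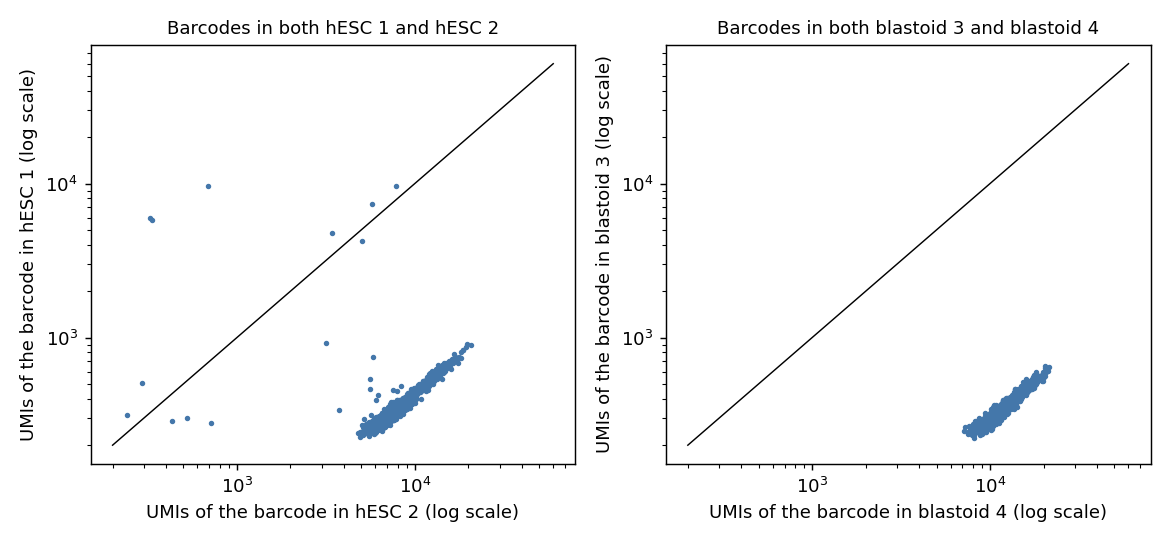
UMIs of each barcode present in both samples of a group, hESC 1 against hESC 2 and blastoid 3 against blastoid 4, on log axes, with a line at equal values. The copy in blastoid 3 held a median of 2.95% of the UMIs of the copy in blastoid 4, and most copies in hESC 1 lay near 4.37% of those in hESC 2.

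Which cell types the blastoids held was addressed by naming clusters of cells from fixed marker genes. All kept cells of the hESC samples fell in the pluripotent-like class, 2238 of 2238 (lower limit of the exact 95% interval 99.8%) and 3172 of 3172 (lower limit 99.9%). In the blastoid samples 68.8% ± 11.6 (SD, n = 2) of the cells were mesoderm/mesenchyme-like, with 77.0% (exact interval 75.2% to 78.7%) in blastoid 3 and 60.5% (58.3% to 62.7%) in blastoid 4. The trophectoderm/amnion-like share was 26.1% ± 10.1 (SD, n = 2), with 19.0% (17.4% to 20.6%) in blastoid 3 and 33.3% (31.2% to 35.5%) in blastoid 4. The pluripotent-like share was 4.68% ± 1.21 (SD, n = 2), with 87 cells in blastoid 3 and 106 in blastoid 4. The endothelial-like share was 0.42% ± 0.29 (SD, n = 2), from 5 and 12 cells. Its value moved most between alternatives, to 0 with 15 principal components, where no cluster took that name. No cluster was hypoblast/endoderm-like or neuroectoderm-like in any sample. For counting error alone, the exact intervals allow a share of up to 0.16% in blastoid 3 and 0.19% in blastoid 4. Cells of these types inside clusters with another name would not be counted. The classes other than the pluripotent-like were at 0 in the hESC samples, where the exact intervals allow up to 0.16% in hESC 1 and 0.12% in hESC 2. Each difference between groups had an exact permutation p of 0.33, the smallest that 2 samples against 2 can give. The spread of the mesoderm/mesenchyme-like and trophectoderm/amnion-like shares between the blastoid samples was larger than the counting intervals.

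**Figure D2:**
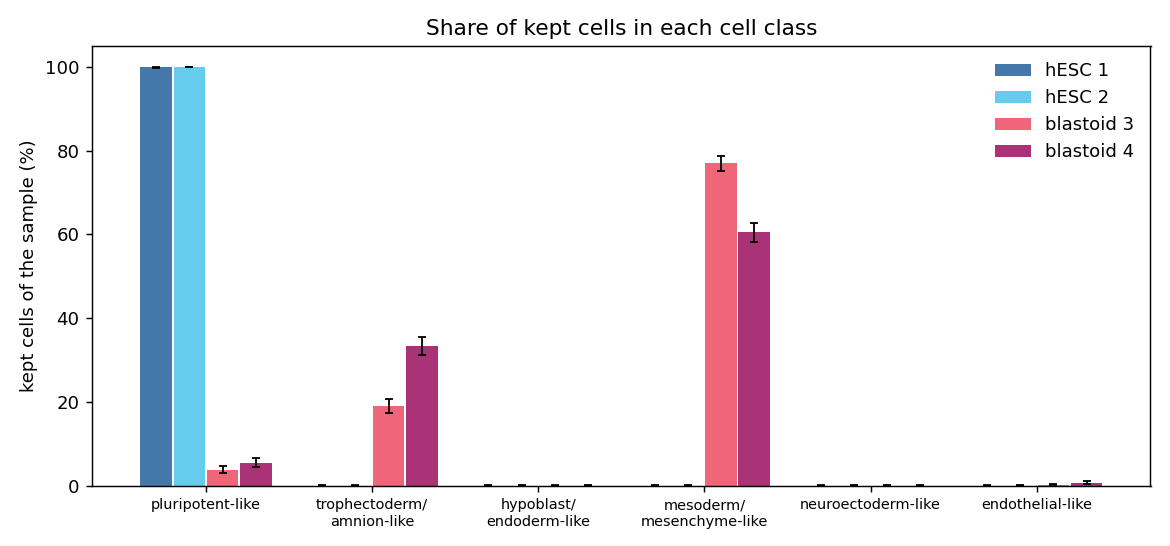
Percent of kept cells in each of 6 cell classes for each sample, with exact 95% intervals for counting error as bars. All hESC cells were pluripotent-like, and the blastoid samples were 77.0% and 60.5% mesoderm/mesenchyme-like.

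Detection of markers was compared after thinning every cell to 2000 UMIs, which left 1803, 2199, 2171 and 1874 cells. Of 75 class markers with counts, 42 were detected in a larger share of cells in both blastoid samples than in either hESC sample, and 16 in a smaller share. Chance gives 16.7% in each direction, and the exact p of a single marker cannot go below 0.33. Without thinning the numbers were 48 and 16. POU5F1 was detected in 89.8% ± 0.94 (SD, n = 2) of hESC cells and in 6.5% ± 1.3 (SD, n = 2) of blastoid cells. In mesoderm/mesenchyme-like cells, which should lack POU5F1, it was detected in 3.08% in blastoid 3 and 2.72% in blastoid 4. The median depth before thinning was 6183.5 and 8398.5 UMIs in these cells, against 5769 and 4994.5 UMIs in the hESC cells, and 2000 UMIs in all after it. HAND1 was detected in 67.9% ± 2.71 (SD, n = 2), GATA3 in 17.85% ± 3.29 (SD, n = 2) and COL3A1 in 41.65% ± 5.78 (SD, n = 2) of blastoid cells. These 3 genes were missing from both hESC tables, which list a gene from about 3 barcodes on. In the pluripotent-like cells of the blastoid samples, with median depths of 7871 and 12490.5 UMIs before thinning, the shares were lower. HAND1 was detected there in 6.35% of 63 cells and 9.9% of 101 cells, GATA3 in 3.17% and 0.99%, and COL3A1 in 3.17% and 2.97%.

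The change from stem cells to blastoids was tested with UMIs summed over all kept cells. Of 16331 genes tested, 8147 (49.9%) were called with edgeR, of which 4426 were higher and 3721 lower in the blastoids. The groups of libraries did not overlap for 8147 of the called genes, where chance gives 16.7% of genes in each direction, but a call with 2 samples per group favours such genes. Requiring a log2 fold change past 1 moved the count most, to 4848 genes (2789 higher and 2059 lower). Of the called genes, 7448 were listed in all 4 tables, and 399 were missing from both hESC tables. Scaling by library size only shifted the median log2 fold change of all genes by 0.13 and raised the share of calls that were higher from 54.3% to 63.1%.

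The 5 called genes with the largest rise were missing from both hESC tables. HAND1 was at 654 and 806 CPM in blastoid 3 and blastoid 4 and was at least 2230-fold higher (edgeR adjusted p 5.65e-06). COL3A1 was at 943 and 513 CPM and at least 2190-fold higher (edgeR adjusted p 2.52e-05). PITX1 was at least 1480-fold, LUM at least 1390-fold and TBX3 at least 818-fold higher. The 5 with the largest fall began with FOXD3-AS1, which changed by a log2 of -6.64 ± 0.23 (SE, n = 2 per group, edgeR adjusted p 5.52e-06), from 210 and 199 CPM to 1.53 and 2.53 CPM. ZIC2 changed by -6.07 ± 0.23 and POU3F1 by -5.69 ± 0.18 (SE, n = 2 per group). MT1H changed by -6.53 ± 0.24 and MT1G by -5.23 ± 0.29 (SE, n = 2 per group), and because metallothionein genes are near-identical the assignment of reads among them is uncertain. The rule by which these 10 genes were named required that the libraries of the groups did not overlap.

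Of 15 fixed lists, 9 were called with camera at its preset correlation, 7 higher and 2 lower in the blastoids. The same 9 were called by fry. With an estimated correlation 0 were called, 3 had an unadjusted p under 0.05 and the smallest adjusted p was 0.212, so the calls rest on the correlation assumed. Medians are log2 fold changes of the tested genes, with genes missing from the hESC tables at their bound in the value given next. The list shared by trophectoderm and amnion had a median of 9.54 (5.42 with bounds) and 14 of 14 genes higher (camera adjusted p 1.82e-29), of which 5 were above 1 CPM in both hESC samples and 4 are also in another list. The mesoderm and mesenchyme list had 8.64 (7.48 with bounds) and 17 of 17 higher (camera adjusted p 3.01e-39), of which 6 were above 1 CPM in both hESC samples. The amnion list had 7.49 (5.18 with bounds) with 12 of 13 higher (camera adjusted p 2.07e-12), and the trophoblast list had 6.74 (2.29 with bounds) with 11 of 11 higher (camera adjusted p 4.82e-05). The hypoblast and endoderm list had 4.91 (3.8 with bounds) with 10 of 11 higher (camera adjusted p 9.38e-10), although no cluster took that name, and its genes PDGFRA, COL4A1 and NID2 are not specific to endoderm. The BMP response list had 4.15 with 11 of 12 higher (camera adjusted p 3.91e-22), and 3 of its genes are also in another list. The dissociation stress list had 1.49 with 16 of 19 higher (camera adjusted p 9.18e-09).

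The primed pluripotency list was lower with a median log2 fold change of -1.87, 3 of 18 genes being higher (camera adjusted p 9.38e-14), and the NODAL response list with -1.61, 3 of 9 being higher (camera adjusted p 0.0197). The lists of naive pluripotency (0.02, camera adjusted p 0.978), endothelium (-0.49, 0.932), neuroectoderm (-1.21, 0.978), S phase (-0.00, 0.631), G2 and M phase (-0.17, 0.0831) and hypoxia and glycolysis (0.15, 0.903) were not called. Of the naive pluripotency list 6 genes were called higher and 5 lower, so its median summarises genes that moved apart.

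**Figure D3:**
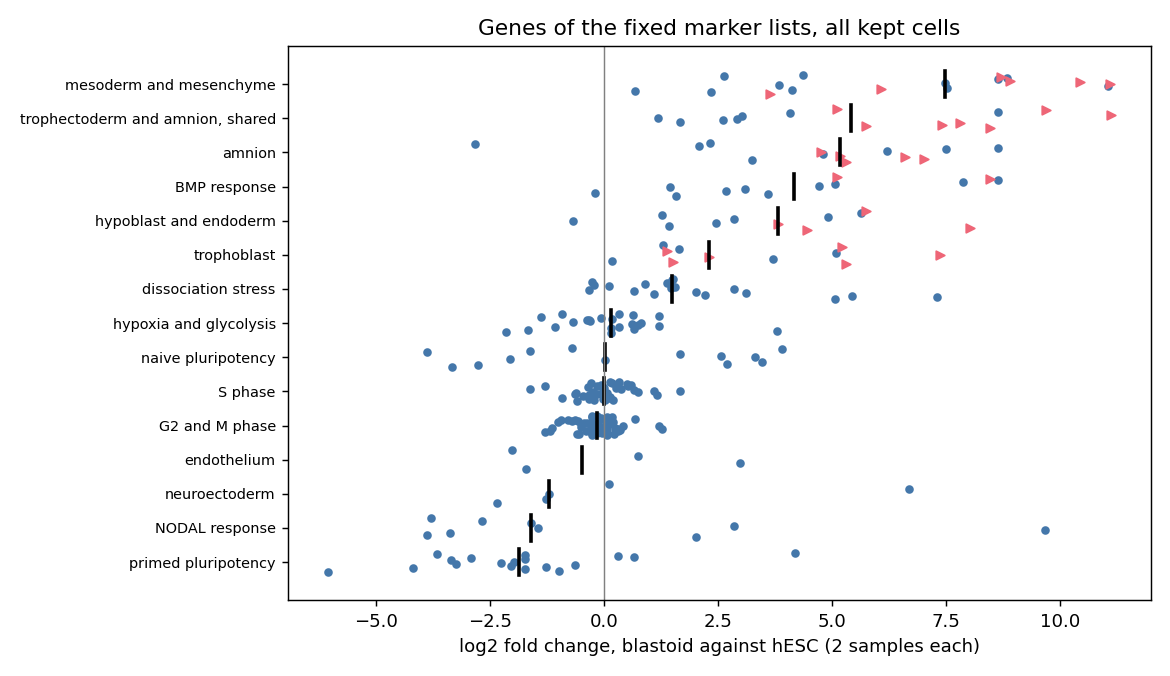
Log2 fold change between blastoids and hESC (2 samples each) for each tested gene of the 15 lists over all kept cells, with the list median as a bar. Circles are fitted values and triangles are lower bounds of genes missing from the hESC tables, and the medians run from -1.87 for primed pluripotency to 7.48 for mesoderm and mesenchyme.

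Over the 9 lineage lists, 145 genes were listed, 130 had counts and 104 were tested. Of these, 94 were called when adjusted over the list alone, 70 higher and 24 lower, and 94 when adjusted over all genes tested. POU5F1 changed by a log2 of -4.06 ± 0.24 (SE, n = 2 per group, edgeR adjusted p 2.99e-05), SOX2 by -4.31 ± 0.21 and NANOG by -3.41 ± 0.25 (SE, n = 2 per group). GATA3 was at least 356-fold, CDX2 at least 170-fold and GATA6 at least 260-fold higher. These sums do not tell which class carried a rise. After thinning, CDX2 was detected in 14.64% and 11.06% of mesoderm/mesenchyme-like cells (blastoid 3 and blastoid 4), against 3.93% and 2.09% of trophectoderm/amnion-like cells. In the same order GATA6 was detected in 22.55% and 21.33% against 1.83% and 3.05%, and HAND1 in 71.59% and 81.21% against 51.31% and 59.81%. GATA3 went the other way, with 9.41% and 10.36% against 45.03% and 41.16%. TBXT was at 4.52 and 3.65 CPM in the blastoid samples and at least 12.4-fold higher.

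A change within the pluripotent-like cells was separated from the change in their share by summing UMIs over that class alone. The sums held 13255214 and 15882115 UMIs in the hESC samples, 649668 in blastoid 3 and 1298263 in blastoid 4. Of 14151 genes tested, 3040 were called with edgeR, 1620 higher and 1420 lower in the blastoid samples, and 3030 of the called genes had no overlap between the groups of libraries, where chance gives 16.7% in each direction. Most of these cells were set apart by clustering on the same values, which the p-values do not take into account. The share of calls that were higher depended on the setting: it was 53.3%, against 61.7% with library size only (1771 higher and 1098 lower) and 46.7% without a filter on low counts (1714 higher and 1957 lower). How far the smaller blastoid sums limited this comparison was not measured, because thinning to the smallest sum cuts the hESC sums most. With all sums thinned to the smallest, which moved the count most, 1244 genes were called (667 higher and 577 lower), of which 1177 were among the 3040 with the same sign.

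In these cells POU5F1 changed by a log2 of -0.36 ± 0.16 (SE, n = 2 per group, edgeR adjusted p 0.113), which was not called. SOX2 changed by -0.44 ± 0.15 and NANOG by 0.54 ± 0.14 (SE, n = 2 per group). Of the genes that met the naming rule, the largest falls with more than 3 UMIs in the blastoid sums were those of SFRP1, by a log2 of -5.98 ± 0.24 (SE, n = 2 per group, edgeR adjusted p 6.82e-11), ZIC2 by -5.67 ± 0.28 and DUSP6 by -5.05 ± 0.38 (SE, n = 2 per group). PLA2G4C had 1 UMI in the blastoid sums, a log2 ratio of -6.79 (counting interval -12.1 to -4.31). AP000459.2 had 2 UMIs, a log2 ratio of -5.69 (-8.73 to -3.83). PCAT14, TMPRSS11E, HPGD, NODAL and DMD had the largest rises, but they were also among the 10 genes that set apart the cluster of 161 blastoid cells making up most of this class, so their rise is not an independent result.

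Of 14 lists tested in the pluripotent-like cells, 10 were called with camera, 8 higher and 2 lower. Of these, 6 were also called by fry, and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. The list shared by trophectoderm and amnion had a median log2 fold change of 7.64 (4.55 with bounds) with 13 of 13 genes higher (camera adjusted p 2.86e-37). For 7 of its 14 genes, CPM in both blastoid 3 and blastoid 4 exceeded 3 times an expected level. That level is the stem cell level with estimated free RNA from other cells added. The mesoderm and mesenchyme list had 3.94 with 14 of 14 higher (camera adjusted p 4.27e-14), the BMP response list 2.91 with 10 of 10 higher (camera adjusted p 4.77e-27), and the naive pluripotency list 2.59 with 9 of 12 higher (camera adjusted p 4.82e-09), the last of which fry did not call. Of the genes called higher by a log2 of more than 1, 2 of 9 of the mesoderm and mesenchyme list (TBXT and MIXL1), 0 of 9 of the BMP response list, 7 of 8 of the naive pluripotency list and 0 of 10 of the list shared by trophectoderm and amnion lay above the stem cell level and the whole level in the other cells summed, in both blastoid samples. The amnion list had 2.09, neuroectoderm 1.96 from 4 genes and dissociation stress 0.64, each higher, of which fry did not call amnion. The NODAL response list was called higher by camera although its median was -0.11, with 3 of 7 genes higher, and fry did not call it. The primed pluripotency list had -1.04 with 2 of 18 higher (camera adjusted p 1.04e-14), and G2 and M phase, which fry did not call, had -0.25. The lists of S phase (0.25), hypoxia and glycolysis (-0.09), hypoblast and endoderm (1.2 from 3 genes) and trophoblast (-0.14 from 3 genes) were not called. Of 76 lineage genes tested, 56 were called when adjusted over the list alone and 53 when adjusted over all genes.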

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

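Of the tests in this part, those of chance reuse of barcodes, of free RNA in droplets and of the same cells counted in both samples were chosen, or their limits set, after the result was seen.

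Barcodes with fewer than 500 genes were left out of the main comparisons and enter only the alternative with all deposited cells, and many carried the barcode of a cell of the other sample. Of the 3676 such barcodes of hESC 1, 1284 (34.9%) carried the barcode of a kept cell of hESC 2, and of the 1198 such barcodes of blastoid 3, 1010 (84.3%) carried that of a kept cell of blastoid 4. In the other direction 3 barcodes of hESC 2 and 0 of blastoid 4 matched, and between groups 0 to 7 matched. Over all barcodes 1317 were shared by the hESC samples and 1035 by the blastoid samples. In 1309 of the 1317 the copy in hESC 1 had fewer UMIs, a median of 4.37% of those in hESC 2 (5th to 95th percentile 4.0% to 4.88%). In all 1035 the copy in blastoid 3 had fewer, a median of 2.95% (2.67% to 3.22%).

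The tables argue against chance reuse of a barcode, because the smaller count within a group was 1035 and the largest between groups was 14. Free RNA in the droplets would match any cell of the other sample alike, but 78.76% (exact interval 76.4% to 80.9%) of the low copies in hESC 1, and 96.6% in blastoid 3, were nearer to their own barcode than to another cell of like depth, where chance gives an equal split. What stays open is that the same cells were counted in both samples. The low copies in hESC 1 had a median of 22.12% of their UMIs in genes at 0 in the same barcode of hESC 2, and a random split of that cell's own UMIs gave 24.1%, a ratio of 0.92. In blastoid 3 the ratio was 0.869. That pattern may come from reads of a sample counted in the other. The same barcode gave 22.12% against 24.3% for another cell in hESC 1, and 16.76% against 21.89% in blastoid 3, a wider gap. These values do not separate the explanations, because molecules with few reads each would also give unlike UMIs. Whether reads were misassigned or cells were loaded or sequenced together cannot be told apart with UMI counts alone. A biological explanation was not tested, since the design gives none for a shared barcode. Of the low copies, 20 were kept cells of hESC 1 and 0 of blastoid 3. Without the lower-count member of each shared barcode, which left 2218 kept cells in hESC 1 and 3169 of 3172 in hESC 2, the count of genes changed in all cells was 8157. The low copies held 3.18% of the UMIs of hESC 1 and 2.33% of those of blastoid 3. If every barcode of the other sample had a copy at the median ratio, these would be 5.19% and 3.42%. How far the shared barcodes change the tests between groups was not measured: the alternative without them left both blastoid sums as they were and 13236167 of 13255214 UMIs in hESC 1, so its count could hardly move.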

How the results depend on the processing

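Of the alternatives in this part, only leaving out the lower-count member of shared barcodes and taking kept cells with at least 2000 UMIs were chosen after seeing the data.

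Across the main counts, shares and list results, 116 values under alternatives kept their direction and stayed within 1.5 times the value reported or within its spread, and 11 moved. With a log2 threshold of 1, 4848 genes were called in all cells (2789 higher and 2059 lower), because the threshold removes calls. In the pluripotent-like cells DESeq2 called 1549 genes (901 higher and 648 lower), and the cause was not tested. With all sums thinned to the smallest library 1244 genes were called there (667 higher and 577 lower), where 7741 genes were tested on fewer UMIs. With an estimated correlation camera called 0 of the 15 lists, 3 having an unadjusted p under 0.05. With 15 principal components the endothelial-like share was 0, as its cells joined other clusters.

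The other counts for all cells ran from 6226 with stricter cell filters to 8799 without a filter on low counts, and no gene called in both had the other sign in any of them. In the pluripotent-like cells most calls were higher in the main setting (53.3%) and most were lower without a filter on low counts (46.7% higher), so the balance of directions depends on the filter. The counts there that did not move ran from 2179 to 3671, and 1 gene had the other sign when doublets were kept. Without each sample in turn 8147 of 8147 called genes kept their direction in all cells, and from 3031 to 3040 of 3040 did so in the pluripotent-like cells. This does not show stability, since the libraries of the groups did not overlap for 8147 and 3030 of these genes, which nearly fixes the sign, and 8 of the 116 values are of this kind. The pluripotent-like share could not be compared at resolution 0.25 or with 15 principal components, because the top genes of the blastoid cluster then held more markers of another class.

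Among list medians, 3 reversed: endothelium to 0.53 and neuroectoderm to 2.23 without a filter on low counts, where more genes of these lists entered, and naive pluripotency to -0.01 with all deposited cells. None of these was called, and the naive pluripotency median was 2.13 without a filter on low counts. The naive pluripotency median was -0.43 without blastoid 4 and 0.4 without blastoid 3. A further 9 were weaker, all with the estimated correlation, 1 was stronger and 62 stayed. Leaving out a sample moved 9 list medians of 5 lists. Of the named genes 178 values stayed, and leaving out a sample moved 13 values of 8 genes. Values without a sample are differences of mean log2 CPM with a prior count of 2, compared with all samples on that scale. On it the 5 genes missing from both hESC tables lie lower than in the fit, HAND1 at 12.46 with all samples against a fitted 16.47, and at 12.22 without blastoid replicate 4. Their fitted values therefore depend on the method more than on any sample. AP000459.2 in the pluripotent-like cells rests on 2 UMIs in blastoid 3, and its log2 fold change was -8.01 without that sample and -4.1 without blastoid 4. PLA2G4C in these cells rests on 1 UMI in blastoid 4. Its value was -6.75 with all samples, -5.84 without blastoid 3 and -8.09 without blastoid 4. PCAT14 was at 8.77 with all samples and at 8.02 without hESC 2.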

Other observations

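Of the tests in this part, those of low depth alone, of stem cells left unchanged, of doublets and of cells nearer to amnion than to trophoblast were chosen, or their final form set, after the result was seen.

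In the hESC samples a cluster of 160 and 258 cells had a median of 0.29% and 0.31% mitochondrial UMIs. Low depth alone would give stem cell barcodes of like depth the same share, but these had a median of at least 9.52%. The barcodes of like depth, 280 and 728, were the hESC cells of another cluster of the same clustering. They may therefore have been set apart by such differences. They show only that low depth does not always bring few mitochondrial UMIs. The levels below were compared with the same barcodes. Isolated nuclei would hold more of the nuclear RNA MALAT1, and it was at 0.323 times its level in barcodes of like depth in hESC 1 and 0.196 times in hESC 2. Reads of the other hESC sample would bring shared barcodes, and 1.25% and 0% of these barcodes were in the other sample with more UMIs. A set of 8 nuclear noncoding RNAs chosen before their levels were seen was at 0.23 times the level in barcodes of like depth in hESC 1 and 0.223 times in hESC 2 (two-sided Fisher's exact p 1.22e-34 and 4.16e-85, with UMIs as units). These levels leave cytoplasm without a nucleus as a candidate explanation. It would also need an explanation for the missing mitochondria, which was not tested, and no biological explanation was tested.

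The pluripotent-like cells of the blastoid samples could be stem cell reads counted there, but 0 of their 193 barcodes were in an hESC sample. Stem cells left unchanged would have class markers detected in the same share of cells at equal depth. In the cells with at least 2000 UMIs, 5 of 12 pluripotent-like class markers had exact intervals in both blastoid samples outside those of both hESC samples, 4 lower and 1 higher. TERF1 was detected in 49.21% and 49.5% of these cells against 91.24% and 91.5% of the hESC cells, which argues against unchanged stem cells there. The 29 cells with fewer UMIs were too few and too shallow for a test, so unchanged stem cells stay open for them. Doublets with mesoderm/mesenchyme-like or trophectoderm/amnion-like cells would bring about an equal part of their RNA, but the markers of these classes had medians of at most 5.07% of their level in the class. This argues against such doublets as the whole cause. The median Scrublet score of the cluster of 161 was 0.0264 in blastoid 3 and 0.0155 in blastoid 4, against 0.0623 and 0.049 in the other kept blastoid cells. Its median depth was higher, 9836 and 13093.5 UMIs against 6155 and 8603, and doublets of cells of this class with each other were not tested.

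Free RNA from other cells of the same sample may explain part of the genes higher in these cells. The share of free RNA, estimated from 8 mesoderm and mesenchyme markers by taking all their UMIs in these cells as free RNA, had a median of 4.3% in blastoid 3 (2.56% to 22.7% over these genes) and 2.2% in blastoid 4 (0.988% to 5.27%). Of 1048 genes called higher by a log2 of more than 1, 39.1% exceeded 3 times an expected level in both samples. The expected level is the stem cell level with this share of free RNA added. A gene well expressed in stem cells therefore needs a large rise to exceed 3 times that level. A further 4 were at or under that level. Levels between these do not exclude free RNA, because the share varied over the 8 markers. A second set, of 410 genes, lay above the stem cell level and the whole level in the other cells summed in both samples, which free RNA with the profile of those cells cannot give, and 263 of them were also in the first set. For genes in neither set free RNA stays open. Of the list shared by trophectoderm and amnion 7 of 14 genes exceeded 3 times the level. For these 7 this argues against free RNA at the median share as the whole source. TFAP2A was at 69.27 and 35.43 CPM in blastoid 3 and blastoid 4, where 2.69 and 2.02 CPM were expected. MSX2 was at 83.12 and 70.86 CPM against 6.66 and 4.05 CPM. KRT8, KRT18 and KRT19 were at 146.94, 453.74 and 134.35 CPM in the stem cells. Staying under 3 times the expected level says little about free RNA for them. For these and the other genes of the list free RNA stays open. Of the 10 called higher 0 were in the second set, so a larger share was not excluded by it. Of the mesoderm and mesenchyme list TBXT and MIXL1 were in the second set, which does not use the share, and free RNA stays open for the others, because markers of that kind set the share.

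Whether the trophectoderm/amnion-like cells were nearer to amnion than to trophoblast was tested on list genes outside the class markers. Of the amnion list 5 of 9 genes, and of the trophoblast list 2 of the 14 with counts, were above 10 CPM and at least 3 times their level in other blastoid cells in both samples (two-sided Fisher's exact p 0.066). With the 5 trophoblast genes without counts included the p was 0.02. The first form gives missing genes no weight, although a gene missing from a table was otherwise taken to have been in up to 2 barcodes. This form was set after both were seen, so the question stays open.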
